A study of Mus musculus with 4 samples.

How the data were processed

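Ribosome profiling libraries were made from mouse embryonic fibroblasts, which are primary connective tissue cells grown from mouse embryos. In ribosome profiling, RNase digests the RNA that ribosomes do not cover, and the protected fragments, called footprints, are sequenced. Per the labels' protocols, cells received a negative control siRNA or an siRNA against the translation initiation factor eIF1A by lipid transfection. The lysate was then digested with RNase I, and ribosomes were collected by ultracentrifugation. Each group held 2 libraries, 4 in all, and the replicate numbers were those in the sample titles. Nothing in the labels says that the replicates came from separate cultures, so p-values measure only the spread between these libraries, which may be technical. RNA-seq of the same cells was not used here, so a footprint level combines the amount of an mRNA and its translation.

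Per the submitters' processing notes, the tools were cutadapt, Bowtie, TopHat2, HTSeq and DESeq2, and the genome build was mm10, with no versions or order given. Per the file headers, the deposited signal is a normalized read number per gene, given separately for the 5' untranslated region (5' UTR, the leader before the main start codon) and for the coding sequence. The table held 4878 genes. In each library, 100% of the values were whole multiples of the value of 1 read, within 0.001 reads, and the same value served both regions. Whole reads were recovered by dividing by that value, which was 0.717 and 0.864 in control replicates 1 and 2 and 1.02 and 1.60 in knockdown replicates 1 and 2. The lowest value in every column was 1 read, and how genes without reads were treated is not given in the sources used here, so a value of 1 read may stand for 0 or 1, or 1 read may have been added to every value. Every gene had at least 26 reads in at least 1 library over both regions together, as a filter would leave it. The table's totals are therefore totals of the listed genes, not the full depth of the libraries. Gene symbols were matched to a RefSeq gene table of the same build (GRCm38.p6), 4668 directly and 204 by a single older name, while 6 stayed unmatched. Coordinates are those of that table.

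In all, 3 measures were tested, with R 4.3.3. The coding level was the one planned before the data were examined. The 5' UTR level and the ratio of 5' UTR to coding reads were added once the table was seen to hold both regions. Values were tested as log2 of the normalized read number plus a pseudocount of 1, with limma 3.58.1 (linear model, empirical Bayes with a mean-variance trend, Benjamini-Hochberg adjustment, threshold 0.05). A fold change on this scale understates the change of genes with few reads. Genes needed a mean of at least 10 normalized reads over the 4 libraries, which left 4619 genes for coding reads, 2101 for the 5' UTR and 1907 for the ratio, where both regions had to pass. For the 5' UTR and the ratio, the empirical Bayes step gave every gene the trend's variance, so very small p-values there rest on a shared variance. Count tests on the recovered whole reads were run as alternatives with edgeR 4.0.16 (quasi-likelihood) and DESeq2 1.42.0 (Wald). The edgeR test called 1517 genes for coding reads. With 2 libraries against 2, an exact two-sided permutation test of a single value cannot give a p below 0.333, so single values are given without a test.

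The gene lists, 38 in number, were fixed at the same time, and those with at least 5 tested members were tested with limma's camera at a preset correlation of 0.01, with an estimated correlation and with fry. The rule for the genes named was fixed as well. It took Eif1ax, Eif1a, Rps3, Rps10 and Atf4 whatever their result. It also took the 8 largest rises and the 8 largest falls among genes past the threshold that had a mean of at least 50 and both knockdown libraries on the same side of both controls, without unnamed gene models and pseudogenes. From each list it took up to 4 members past the threshold with the smallest adjusted p, or, where none passed, up to 2 members given as values only. For the 5' UTR and the ratio, the rule of the 8 largest changes was applied in the same way. Not every gene that the rule took is given in the text. Eif1ax, Eif1a and Rps10 were not analysed here, so the knockdown could not be checked in these libraries. Feature sets of 5' UTR sequence were not run, since they need a genome sequence, which was not used here. Reads of ribosomal protein genes and histone genes can be shared with near-identical copies, so single members of these families are uncertain.

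The procedure was tested on simulated reads drawn from the real means, with 200 changed genes. For coding reads (4619 genes), 22% of the 2-fold changes and 90% of the 4-fold changes were recovered with 3 false calls. For the 5' UTR (2101 genes), 5% and 59% were recovered with 1 false call, and for the ratio (1907 genes) 6% and 40% with 3 false calls. More genes than the 200 simulated ones were called in the data, 983 for the 5' UTR. An adjusted threshold depends on how many genes change, so these rates do not carry over directly to the data. Alternatives covered the pseudocount, the filter, the scaling, the test, the threshold, the replicate number as a block and each library left out in turn. Added after the data were seen were listed values of 1 read set to 0, 1 read subtracted from every value and libraries thinned to equal depth. Intervals of single shares are exact binomial (Clopper-Pearson) at 95%, and they cover counting error only.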

Results

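Ribosome footprints were compared between mouse embryonic fibroblasts with a control siRNA and with an siRNA against eIF1A, 2 libraries each. eIF1A is the initiation factor that binds the small ribosomal subunit and takes part in scanning and start codon selection. The listed genes held 617663 and 547916 reads in control replicates 1 and 2, and 458191 and 280649 reads in knockdown replicates 1 and 2. A typical gene had a median of 52 and 41 coding reads in the controls against 38 and 19 in the knockdown libraries. The design asks which mRNAs gain or lose footprints when eIF1A is lowered, and the series title names the cell cycle genes and the ribosomal proteins Rps3 and Rps10. Eif1ax and Eif1a, the mouse genes for eIF1A, and Rps10 were not analysed here.

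Libraries of 1 group resembled each other more than those of the other group. Across genes, which are not independent replicates, Pearson's r of log2 coding values was 0.954 between the controls and 0.909 between the knockdown libraries, and 0.685 to 0.745 between groups. For the 5' UTR it was 0.911, 0.870 and 0.499 to 0.546 in the same order. The replicates differed by more than sampling noise, with a chi-square per degree of freedom of 4.38 for the controls and 3.43 for the knockdown pair, so each library was counted as 1 sample.

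Coding footprints moved away from extracellular matrix, sterol and glycolysis genes and towards genes of the translation machinery and of the amino acid response in the knockdown libraries. None of these lists passed by camera with an estimated correlation, where the lowest adjusted p was 0.423. Among genes with a mean of at least 50 normalized coding reads, the largest rise was Rrp12, a ribosome assembly factor, from 15.3 ± 0.361 to 127 ± 5.86 normalized coding reads (mean ± SD, n = 2), a log2 change of 2.97 ± 0.32 (SE, limma adjusted p = 2.4e-05). Rpl12 (2.52), Rps6 (2.48), Hspe1 (2.43), Mthfd2 (2.41), Asns (2.36), Rpl41 (2.36) and Nme1 (2.31) rose next. The largest fall among them was Slc16a3, the lactate exporter, from 139 ± 18.2 to 3.92 ± 1.23 normalized coding reads (limma adjusted p = 1.36e-06). With 3 reads in each knockdown library, Slc16a3 was 37.6 times higher in the controls, with a 95% counting interval of 17.1 to 103, or 56.1 times (21.7 to 207) if the table holds 1 added read per value. Col16a1 (-4.25), Cd248 (-4.09), Col6a2 (-4.05), Emilin1 (-3.94), Col6a1 (-3.66) and Scd2 (-3.63) fell next among genes above that mean, on the log2 scale.

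In total, 1352 of 4619 genes changed in coding footprints by limma, 488 higher and 864 lower, and 1193 of them changed at least 2-fold. Both knockdown libraries lay above both controls in 1203 genes and below both in 1850, together 66.1% of the genes tested, where chance gives 33.3%. The median log2 change of all genes was -0.16, and with TMM factors it was 0.01. The balance of the calls moved with the scaling, to 782 higher and 768 lower with TMM factors and to 727 and 714 with quantile normalization. DESeq2, which changed the test and the scaling together, called 490 higher and 498 lower. With 1 control left out, the spread comes from the more variable knockdown pair alone, and limma called 294 genes without control replicate 1 and 11 without control replicate 2 (1295 and 967 at an unadjusted p under 0.05). The log2 changes of the 115 named genes that were called kept a median of 103.5% and 96.5% of their size, and none changed sign. Single genes kept 73.0% to 134% without control replicate 1 and 65.9% to 127% without control replicate 2. Without knockdown replicate 1 or 2 they kept 43.3% to 153% and 47.2% to 157%.

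**Figure D1:**
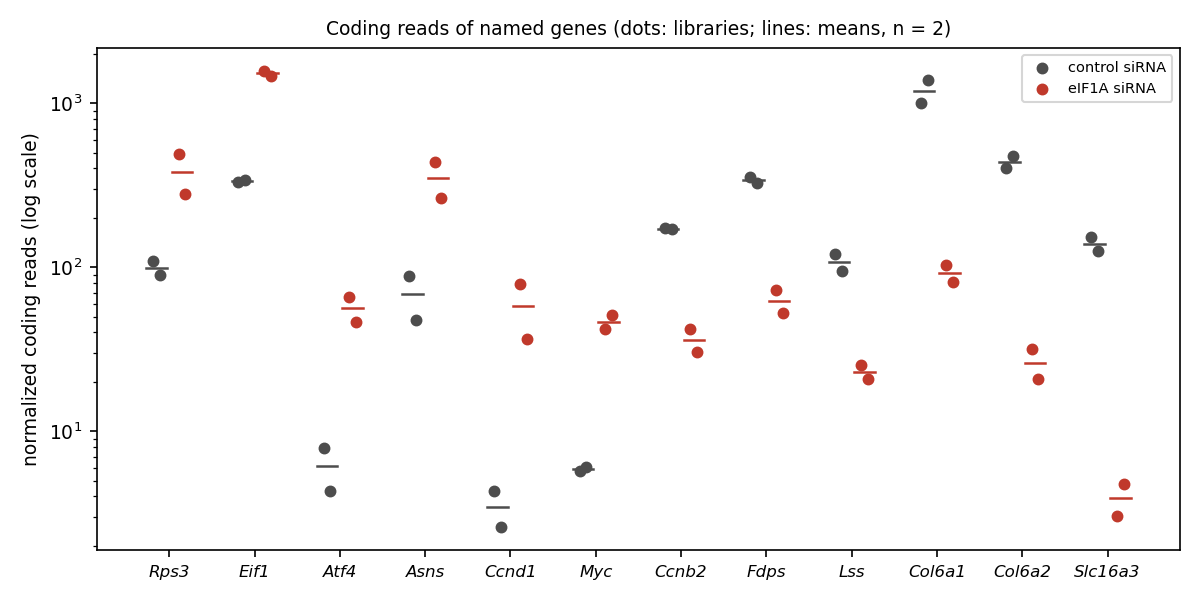
Normalized coding reads of 12 named genes on a log axis, with dots for the libraries and lines for the means of 2 libraries per group (grey, control siRNA; red, eIF1A siRNA). Atf4 lies at 6.1 in the controls and 56.2 in the knockdown libraries on average, and Slc16a3 at 139 and 3.92.

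Of 27 lists tested on coding reads, 19 passed with camera's preset correlation, 15 upwards and 4 downwards. With an estimated correlation limma's camera passed 0 of 27, with 1 list at an unadjusted p under 0.05, and fry passed 1, the p53 targets (adjusted p = 0.0027). The directions of all 19 were the same under every scaling tried.

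Every tested cytosolic ribosomal protein rose, though most of the family was not analysed here. All 8 tested proteins of the small subunit, of 34 on its list, rose, with a median log2 change of 1.97 (8 when adjusted over the list alone, camera adjusted p = 1.38e-09, adjusted p = 0.423 with an estimated correlation). Rps3, the ribosomal protein of the mRNA entry site (chromosome 7, 99477896 to 99483709, mm10), rose from 99.0 ± 14.1 to 382 ± 148 normalized coding reads (n = 2), a log2 change of 1.89 ± 0.32 (SE, limma adjusted p = 0.000595). Rps9 (2.19), Rps3a1 (2.12) and Rps24 (2.05) rose with it. All 13 tested proteins of the large subunit, of 48 on its list, rose as well, with a median of 1.83 (13 when adjusted over the list alone, camera adjusted p = 1.28e-11, adjusted p = 0.423 with an estimated correlation), among them Rpl6 (2.02) and Rpl13a (1.92).

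Elongation and initiation factors moved the same way, less evenly. Of 9 elongation factors and other mRNAs with a terminal oligopyrimidine tract, the start sequence of mRNAs for translation proteins, 6 rose (6 when adjusted over the list alone), with Eef1a1 at 1.86, Eef1b2 at 1.79, Tpt1 at 1.72 and Eif5a at 1.22 (camera adjusted p = 6.94e-05, adjusted p = 0.487 with an estimated correlation). Of 27 initiation factors other than eIF1A, 7 rose (9 when adjusted over the list alone) and 20 did not pass (camera adjusted p = 9.93e-06, adjusted p = 0.487 with an estimated correlation). Eif1, the start codon stringency factor, rose from 336 ± 8.45 to 1519 ± 85.3 normalized coding reads (n = 2, log2 2.17, limma adjusted p = 0.000102), and Eif3h (1.28), Eif4a1 (1.21) and Eif5 (0.91) rose less. The calls of Eif3h, Eif4a1 and Eif5 were lost in 4, 4 and 5 of 18 alternatives. Eif3h had 278 and 101 normalized coding reads in knockdown replicates 1 and 2, and Eif4a1 had 1095 and 431. Over the alternatives their log2 changes ranged from 0.56 to 2.01 and from 0.54 to 1.88. Among 9 mRNAs known for control by start codon stringency, 4 rose and 1 fell (the same 4 and 1 in number when adjusted over the list alone, camera adjusted p = 0.00796, adjusted p = 0.423 with an estimated correlation). Eif1, Myc and Bzw1 (1.09) rose, and Ddx17, an RNA helicase, fell by 1.497 on the log2 scale. Bzw1 lost its call in 4 of 18 alternatives, over which its log2 change ranged from 0.65 to 1.53.

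Targets of the integrated stress response rose. Atf4, its central transcription factor (chromosome 15, 80255184 to 80257545), rose from 6.10 ± 2.52 to 56.2 ± 14.01 normalized coding reads (n = 2), a log2 change of 3.03 ± 0.44 (SE, limma adjusted p = 0.000232). Of 24 tested targets, 14 rose (15 when adjusted over the list alone) and 10 did not pass, with a list median of 1.74 (camera adjusted p = 5.14e-10, adjusted p = 0.487 with an estimated correlation). Asns, asparagine synthetase, rose by 2.36, Slc3a2, the heavy chain of amino acid transporters, by 2.01, and Trib3, a pseudokinase, by 2.82. Aminoacyl-tRNA synthetases, which charge tRNAs, rose in 14 of 18 cases (14 when adjusted over the list alone), with Iars at 1.88, Yars at 1.65, Mars at 1.34 and Tars at 1.28 (camera adjusted p = 2.25e-08, adjusted p = 0.423 with an estimated correlation). The unfolded protein response of the endoplasmic reticulum did not pass (camera adjusted p = 0.816): 4 of its 18 members fell (4 when adjusted over the list alone), Sec24d (-1.95), Pdia4 (-1.45), Hsp90b1 (-1.15) and Edem1 (-1.14).

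Part of the mitochondrial protein genes rose. Of 45 mitochondrial ribosomal proteins, 23 rose (28 when adjusted over the list alone), with a list median of 1.24 (camera adjusted p = 1.26e-11, adjusted p = 0.438 with an estimated correlation). Mrpl35 (2.43), Mrpl33 (2.30), Mrpl52 (1.96) and Mrps7 (1.51) had the smallest adjusted p. Nuclear-encoded subunits of the respiratory chain rose in 17 of 47 cases (18 when adjusted over the list alone), with Ndufb4 at 1.72, Ndufa4 at 1.60, Ndufb7 at 1.33 and Cyc1 at 1.11 (camera adjusted p = 2.63e-07, adjusted p = 0.487 with an estimated correlation). Proteasome subunits rose in 6 of 26 cases (6 when adjusted over the list alone), with Psmd8 at 1.35, Psmb2 at 1.34, Psmc5 at 1.25 and Psma3 at 1.19 (camera adjusted p = 0.0001, adjusted p = 0.592 with an estimated correlation). Of 20 chaperones, 4 rose (4 when adjusted over the list alone), namely Hspe1, Hspd1 (1.54), Cct6a (1.24) and Cct2 (1.02), of which Hspe1 and Hspd1 act in mitochondria (camera adjusted p = 0.00117, adjusted p = 0.535 with an estimated correlation).

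Some members of stress and immune lists rose. Of 25 interferon-stimulated genes, 11 rose (11 when adjusted over the list alone), with Oas3 at 2.60, Bst2 at 1.81, Isg15 at 1.39 and Oasl2 at 1.27 (camera adjusted p = 0.000144, adjusted p = 0.535 with an estimated correlation). Of 13 p53 targets, 7 rose and 1 fell (7 and 2 when adjusted over the list alone, camera adjusted p = 0.0188, adjusted p = 0.423 with an estimated correlation). Perp rose by 1.99, Sesn2 by 1.54 and Mdm2, the p53 ubiquitin ligase, by 1.43, while Sesn1 fell by 2.35. The list's camera call ended without a filter on low values and without knockdown replicate 2, with an adjusted p of up to 0.170. Ptgs2 (2.54) and Csf1 (1.13) were the 2 of 7 tested NF-kB and cytokine genes that rose (2 when adjusted over the list alone, camera adjusted p = 0.0188, adjusted p = 0.423 with an estimated correlation), and this list's call ended without knockdown replicate 2 (adjusted p = 0.0565). Immediate early genes, the first transcribed after stimulation, gave 3 rises and 1 fall among 8 (3 and 1 when adjusted over the list alone, camera adjusted p = 0.0095, adjusted p = 0.454 with an estimated correlation). Jun rose by 3.07, Myc by 2.77 and Cyr61 by 1.69, and Egr1 fell by 1.02, a call that was lost in 10 of 18 alternatives, edgeR and DESeq2 among them.

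Extracellular matrix genes fell. Of 33 tested genes, 24 fell and 9 did not pass (25 lower and 1 higher when adjusted over the list alone), with a list median of -1.67 (camera adjusted p = 8.32e-11, adjusted p = 0.423 with an estimated correlation). Col6a1, a chain of collagen VI, fell from 1189 ± 271 to 92.6 ± 15.8 normalized coding reads (n = 2), a log2 change of -3.66 ± 0.30 (SE, limma adjusted p = 1.4e-06). Col6a2 (-4.05), the elastic fibre glycoprotein Emilin1 (-3.94) and the collagen prolyl hydroxylase P4ha1 (-3.14) fell with it.

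Sterol synthesis and glycolysis genes fell beside them. Of 13 cholesterol biosynthesis genes, 12 fell (12 when adjusted over the list alone), with a list median of -2.09 (camera adjusted p = 3.16e-07, adjusted p = 0.454 with an estimated correlation). Fdps, farnesyl diphosphate synthase, fell from 340.1 ± 22.6 to 62.4 ± 13.8 normalized coding reads (n = 2, log2 -2.44, limma adjusted p = 5.22e-05), and Lss, lanosterol synthase, fell by 2.16 on the log2 scale. Glycolysis and hypoxia genes fell in 12 of 15 cases (12 when adjusted over the list alone), with a list median of -1.56 (camera adjusted p = 4.13e-07, adjusted p = 0.423 with an estimated correlation). Pdk1, a kinase that holds back pyruvate oxidation, had 3 and 2 coding reads in the knockdown libraries and was 27.0 times higher in the controls, with a 95% counting interval of 11.4 to 84.0, or 44.6 times (15.04 to 218) with 1 read less per value (limma adjusted p = 1.05e-05). Bnip3, a mitophagy receptor induced by hypoxia, fell by 3.22, and Pfkl, a phosphofructokinase, fell by 2.83.

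Cell cycle genes, which the series title names, split. Of 34 cell cycle regulators, 3 rose and 4 fell (3 and 4 when adjusted over the list alone), and the list did not pass (camera adjusted p = 0.916, list median -0.24). Ccnd1, cyclin D1 of the G1 phase, rose from 3.45 ± 1.21 to 58.0 ± 30.1 normalized coding reads (n = 2), a log2 change of 3.66 ± 0.51 (SE, limma adjusted p = 0.000166), and Myc rose by 2.77. Ccnb2, a mitotic cyclin, fell from 172 ± 2.21 to 36.0 ± 8.04 (log2 -2.24, limma adjusted p = 0.000144), and Rbl1, a retinoblastoma family member, fell by 1.54. G2/M genes fell in 16 of 38 cases and rose in 2 (22 and 2 when adjusted over the list alone, camera adjusted p = 0.000792, adjusted p = 0.535 with an estimated correlation), with Gas2l3 at -2.35, Tacc3 at -1.55 and Ncapd2 at -1.39. S phase genes did not pass as a list (camera adjusted p = 0.827), though 7 of 55 fell and 1 rose (7 and 1 when adjusted over the list alone), with Mcm6 at -1.61, Chaf1a at -1.45, Rfc1 at -1.36 and Pola1 at -1.21. Replication-dependent histones did not pass either (camera adjusted p = 0.144): 4 of 22 fell (3 when adjusted over the list alone), Hist1h2ac (-1.48), Hist1h2ae (-1.21), Hist1h1c (-1.12) and Hist1h1d (-0.95). Hist1h1c and Hist1h1d lost their calls in 5 and 6 of 18 alternatives, with log2 changes from -1.61 to -0.63 and from -1.08 to -0.66.

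The remaining lists did not pass on coding reads. Actomyosin and SRF target genes gave 1 rise, Cyr61, and 6 falls among 26 (1 and 5 when adjusted over the list alone, camera adjusted p = 0.589), with Cnn3 at -1.28 and Flna at -1.21. Cnn3 lost its call in 3 of 18 alternatives, over which its log2 change ranged from -1.83 to -0.73. Lysosome genes gave 3 falls among 28 (2 when adjusted over the list alone, camera adjusted p = 0.245), Gaa (-1.73), Asah1 (-1.51) and Grn (-0.86), of which Grn lost its call in 12 of 18 alternatives. Among 11 mRNAs known for control by upstream open reading frames, 3 rose, Atf4, Ifrd1 (1.62) and Mdm2, and Erbb2 fell by 1.23 (3 and 1 when adjusted over the list alone, camera adjusted p = 0.168). Of 5 fibroblast markers 1 fell, S100a4 (-2.92; 1 when adjusted over the list alone, camera adjusted p = 0.519).

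Markers of other cell types were few. The lists for endothelial cells, leukocytes, skeletal muscle, adipocytes and erythroid cells, and the mitochondrially encoded genes, had no member among the listed genes, and others had under 5 tested members and no list test. Notch3 and Cspg4, pericyte markers, fell (-2.45 and -1.68) in coding reads, and Map2, a neuronal marker, fell by 2.49. Spp1, a bone marker, rose by 1.365, and the epithelial marker Dsp had a log2 change of -0.71 (limma adjusted p = 0.0876).

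**Figure D2:**
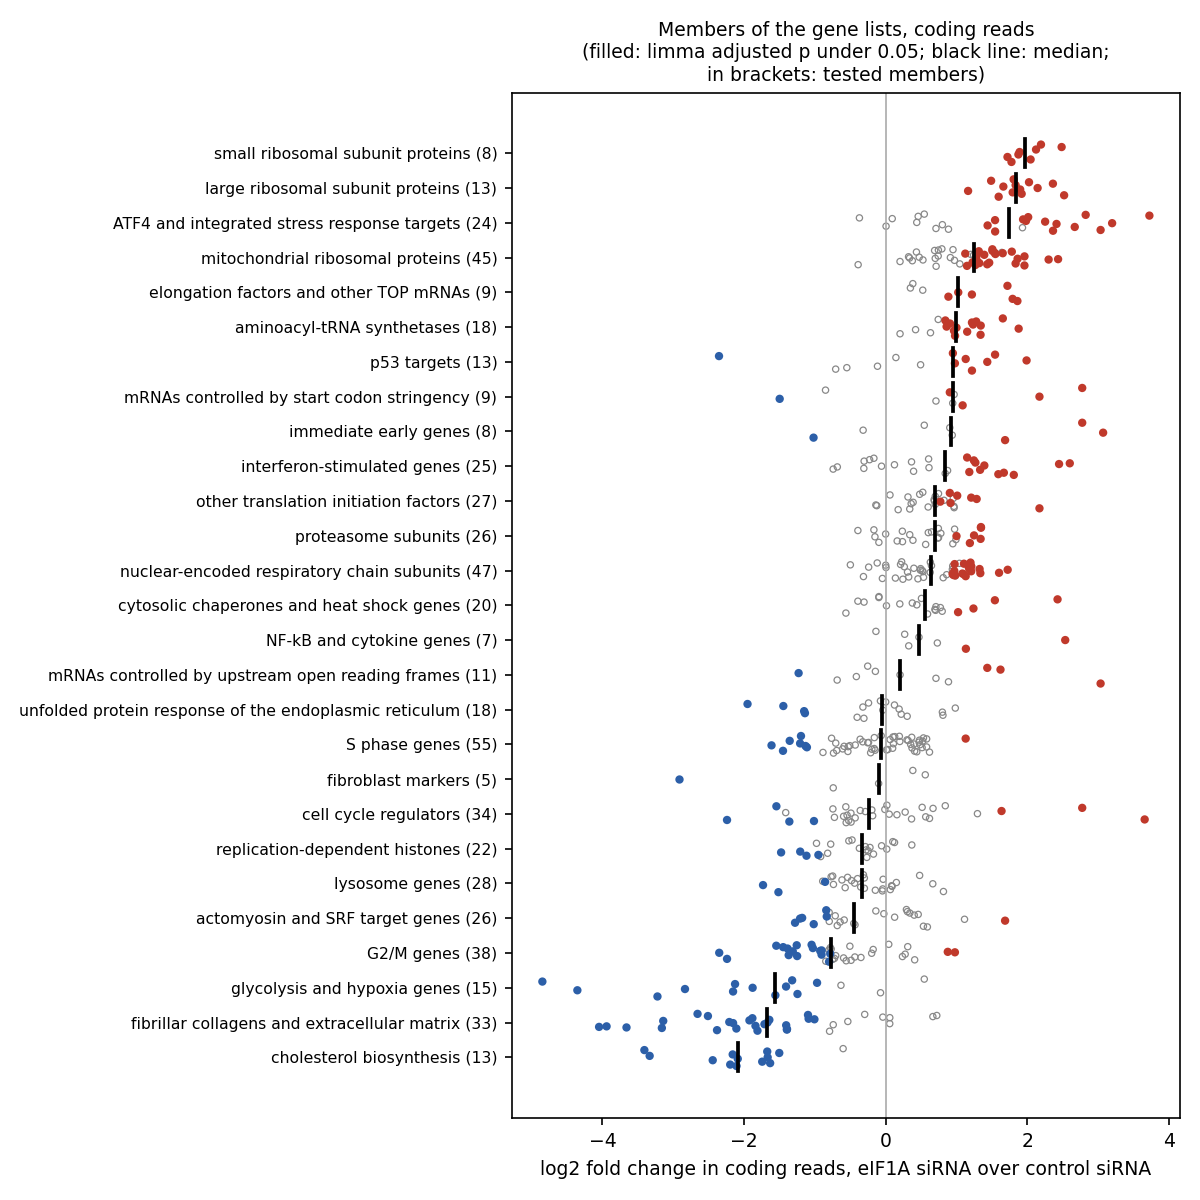
Log2 change in coding reads, eIF1A siRNA over control siRNA, of each tested member of the 27 gene lists, with filled dots for members past the limma threshold and a black line at each list's median. Small ribosomal subunit proteins lie at a median of 1.97 and cholesterol biosynthesis genes at -2.09.

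Footprints on 5' UTRs were more frequent in the knockdown libraries. They made up 11.6% (95% interval 11.5 to 11.7) and 13.7% (13.6 to 13.8) of the reads in control replicates 1 and 2, against 19.95% (19.8 to 20.1) and 32.4% (32.2 to 32.6) in knockdown replicates 1 and 2. The group means were 12.6% ± 1.501 and 26.2% ± 8.82 (SD, n = 2). Between the knockdown libraries the share differed by more than between the controls. From control replicate 1 to knockdown replicate 2, the share rose in the order in which the reads of the listed genes fell. These were 617663, 547916, 458191 and 280649. Reads in 5' UTRs were 71540, 75092, 91416 and 90991 in that order, and coding reads 546123, 472824, 366775 and 189658. Read depth and knockdown thus cannot be told apart as a source of the share in these 4 libraries. With 2 libraries against 2, the smallest exact two-sided permutation p is 0.333, so that test cannot reach the threshold.

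**Figure D3:**
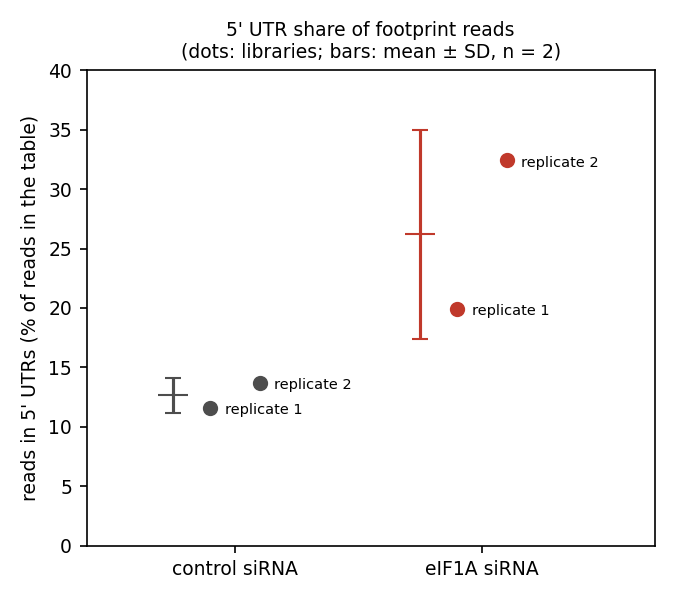
Share of reads in 5' UTRs, in percent of the reads in the table, with dots for the libraries and bars for mean ± SD of 2 libraries per group. The controls lie at 11.6% and 13.7% and the knockdown libraries at 19.95% and 32.4%.

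Among leaders with a mean of at least 50 normalized reads, the largest rise was on Rpl39, a protein of the large ribosomal subunit, from 10.1 ± 6.97 to 305 ± 70.1 normalized 5' UTR reads (n = 2, log2 4.92, limma adjusted p = 2.83e-21), followed by Rpl41 (4.78), Jun (4.37), Ybx1 (4.36), Hspa9 (4.25), Eif1 (4.10), Tomm70a (3.86) and Asns (3.80). Atf4, whose leader holds regulatory open reading frames, rose from 121 ± 7.15 to 636 ± 186 normalized 5' UTR reads (n = 2, log2 2.35, limma adjusted p = 4.61e-07). Under the same limit, leader footprints fell most on Fcgrt (-2.99), the neonatal Fc receptor, Scd2 (-2.50), a fatty acid desaturase, the linker histone H1f0 (-2.44), Stmn1 (-2.28), Gsn (-2.15), Rabggtb (-1.95), Prrx1 (-1.92) and Marcks (-1.78).

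In total, 983 of 2101 genes changed in 5' UTR footprints by limma, 924 higher and 59 lower, and the median of all genes was 1.09 on the log2 scale (2.13-fold). This direction rests on scaling both regions of a library by 1 factor. With TMM factors from the 5' UTR reads alone, 412 genes were higher and 423 lower, with a median of 0.03. DESeq2, with another test and its own factors, called 143 higher and 222 lower. Called genes numbered 189 without control replicate 1 and 345 without control replicate 2.

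Relative to other leaders, those of large ribosomal subunit proteins stood highest among the tested lists. Of 26 lists tested on the 5' UTR, 15 passed, 11 upwards and 4 downwards against the other genes, but camera with an estimated correlation passed 0 of 26 (1 at an unadjusted p under 0.05) and fry 0 of 26 (10 at an unadjusted p under 0.05). All 5 tested large ribosomal subunit proteins rose (5 when adjusted over the list alone), with a median of 3.64 (camera adjusted p = 6.1e-08, adjusted p = 0.625 with an estimated correlation). Of 17 integrated stress response targets 14 rose (15 when adjusted over the list alone, camera adjusted p = 0.000108, adjusted p = 0.625 with an estimated correlation), and so did 16 of 21 chaperones (17 when adjusted over the list alone, camera adjusted p = 0.000384, adjusted p = 0.625 with an estimated correlation). Replication-dependent histones lay lowest, with 4 of 11 falling and 1 rising (4 and 1 when adjusted over the list alone, median -0.75, camera adjusted p = 1.8e-06, adjusted p = 0.625 with an estimated correlation). Extracellular matrix genes had 5 rises and 3 falls among 25 leaders (5 and 2 when adjusted over the list alone), with a median of 0.33 against 1.09 for all leaders (camera adjusted p = 0.0109, adjusted p = 0.843 with an estimated correlation).

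Further leader lists passed in the same directions. Among 9 elongation factors and other mRNAs with an oligopyrimidine tract 8 rose (8 when adjusted over the list alone, median 3.17, camera adjusted p = 1.8e-06, adjusted p = 0.625 with an estimated correlation), with Tpt1 at 3.65 and Eef1b2 at 3.18. Initiation factors rose in 12 of 14 cases (13 when adjusted over the list alone, camera adjusted p = 0.000586, adjusted p = 0.625 with an estimated correlation), and mRNAs under start codon stringency in 8 of 9 (8 when adjusted over the list alone, camera adjusted p = 0.000283, adjusted p = 0.625 with an estimated correlation). Of 5 small ribosomal subunit proteins 4 rose (4 when adjusted over the list alone, camera adjusted p = 0.00947, adjusted p = 0.625 with an estimated correlation), as did 8 of 9 tRNA synthetases (9 when adjusted over the list alone, camera adjusted p = 0.0157, adjusted p = 0.625 with an estimated correlation). Immediate early genes rose in 4 of 6 cases (5 when adjusted over the list alone, camera adjusted p = 0.00947, adjusted p = 0.625 with an estimated correlation), and mRNAs under upstream open reading frames in 9 of 11 (9 when adjusted over the list alone, camera adjusted p = 0.0396, adjusted p = 0.625 with an estimated correlation). Actomyosin genes rose in 11 of 16 cases (11 when adjusted over the list alone, camera adjusted p = 0.0396, adjusted p = 0.843 with an estimated correlation). Glycolysis and hypoxia genes passed downwards with 1 fall among 9, Slc16a3 (1 when adjusted over the list alone, camera adjusted p = 0.00145, adjusted p = 0.625 with an estimated correlation). Cholesterol biosynthesis genes passed downwards as well, though limma called 0 of 5 leaders (0 when adjusted over the list alone, median -0.49, camera adjusted p = 0.0122, adjusted p = 0.625 with an estimated correlation).

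The ratio of leader to coding footprints, in which a library factor cancels but for the pseudocount, rose in 360 genes and fell in 1 of 1907 by limma. Hsp90ab1, a cytosolic chaperone, had 56.1 ± 13.5 and 680 ± 131 normalized 5' UTR reads (n = 2) and a ratio change of 3.21 on the log2 scale (limma adjusted p = 0.0022). Rpl39 (3.26), Ybx1 (3.11), Nap1l1 (3.10), Hnrnpu (3.03), Tagln2 (3.02), Ube4b (2.95) and Tomm70a (2.93) were the other large rises among leaders with a mean of at least 50. Rabggtb, a subunit of a Rab prenyl transferase, was the gene whose ratio fell, by 2.55 (limma adjusted p = 0.0122). The ratio of Atf4 did not differ from no change by the test (-0.68, limma adjusted p = 0.456). It lay below the median ratio change of all genes, 1.23, and its distance from that median was not tested.

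The median ratio change was 1.23 (2.34-fold), and 91.9% of the genes lay above 0. This median was 1.76 without knockdown replicate 1, 0.76 without knockdown replicate 2 and 0.01 with TMM factors, which centre each region on itself. Of the 360 genes with a higher ratio, 127 fell in coding footprints and 22 rose, and 55 rose in the leader while they fell in the coding region. Mcm6, a subunit of the replicative helicase, was among those 55: its coding reads fell by 1.61 and its leader rose from 4.38 ± 1.13 to 28.5 ± 7.16 normalized reads (n = 2, ratio 4.06, limma adjusted p = 0.000842). Tacc3, a spindle protein, did the same, with a coding change of -1.55 and a leader change of 2.05 (ratio 3.60, limma adjusted p = 0.00115). Across the 1907 genes tested in both regions, 170 rose in both, where independent lists give 81.7, and 55 rose in the leader and fell in the coding region, where they give 150. Without control replicate 1 or 2, limma called 0 genes for the ratio, with 109 and 185 at an unadjusted p under 0.05, and on all libraries edgeR called 350. With the 5' UTR scaled on its own by TMM factors, 16 genes were higher and 20 lower.

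By list, ratios lay higher for matrix and chaperone genes and lower for histones, each against the other genes and not tested directly against each other. Of 25 lists tested on the ratio, 5 passed, and with an estimated correlation camera passed 0 of 25, as did fry, both with 0 at an unadjusted p under 0.05. The number of lists past the threshold hung on scaling and filter: 1 passed with TMM factors, 1 with quantile normalization and 2 at equal depth, all downwards. With a mean of at least 50, 0 of 8 passed, and without a filter 10 of 27 did. The upward calls of matrix and chaperone genes thus did not hold with TMM factors, quantile normalization or equal depth. Against other genes the ratio was higher for extracellular matrix genes (11 of 25 rose, 12 when adjusted over the list alone, camera adjusted p = 0.0397) and for chaperones (8 of 18 rose, 9 when adjusted over the list alone, camera adjusted p = 0.0147), each with an adjusted p = 0.999 with an estimated correlation. It was lower for replication-dependent histones (1 of 11 rose, 1 when adjusted over the list alone, median -0.55, camera adjusted p = 2.84e-06), mitochondrial ribosomal proteins (0 of 10 called, 0 when adjusted over the list alone, median 0.30, camera adjusted p = 0.0211) and cell cycle regulators (1 of 23 rose, 0 when adjusted over the list alone, median 0.64, camera adjusted p = 0.0255), each with an adjusted p = 0.999 with an estimated correlation.

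**Figure D4:**
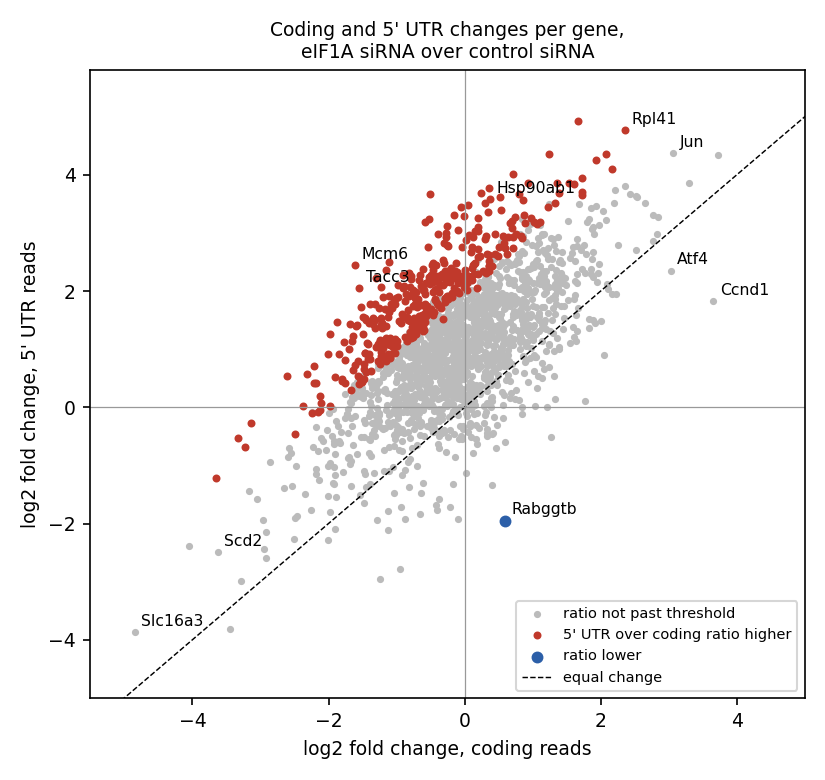
Log2 change of 5' UTR reads against that of coding reads, eIF1A siRNA over control siRNA, for the 1907 genes tested in both regions, with the dashed line at equal change. The 360 genes with a higher ratio (red) lie above the line, and Rabggtb (blue) lies below it.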

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

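Alternatives for the 5' UTR, the ratio and the 5' UTR share, values of 1 read set to 0, 1 read subtracted from every value and thinning to equal depth were chosen after seeing the data. No named gene called in the main analysis changed sign in coding reads: of 2188 values for 123 named genes, 1976 kept direction and side of the threshold, 202 lost the call, 3 gained it and 7 uncalled ones changed sign. With a mean of at least 50, fewer genes were tested, and coding calls were 788 (241 higher, 547 lower), 5' UTR calls 219 higher and 13 lower, and 108 ratios were higher. TMM factors gave 782 genes higher in coding reads, 412 higher and 423 lower in the 5' UTR, and 16 higher and 20 lower for the ratio. Quantile normalization gave 388 and 385 for the 5' UTR and, by limma, 0 and 5 for the ratio (379 at an unadjusted p under 0.05, edgeR 350 changed without that scaling). DESeq2 gave 498 lower for coding reads and 143 and 222 for the 5' UTR, with test and scaling changed together. For the ratio DESeq2 gave 338 higher and 2 lower, with a median log2 change of 1.28 against 1.23 by limma. TMM, quantile and DESeq2 scaling centre each region on itself, which by construction removes a shift shared by all leaders, except for the DESeq2 ratio. Without a filter, 568 ratios were higher and 23 lower, and at an adjusted p under 0.10 they were 569 and 4. No label says that the replicate numbers pair samples. Same-number deviations correlated at 0.261 for coding reads, -0.061 for the 5' UTR and 0.122 for the ratio, and the second principal component of coding reads put number 1 above number 2 in both groups, a hint from the data, not the design. With the replicate block, calls went from 1352 to 1921 for coding reads (746 higher, 1175 lower), from 983 to 1258 for the 5' UTR and from 361 to 854 for the ratio (845 higher, 9 lower). With 1 read subtracted from every value, 1201 coding genes were called and 2 ratios were lower. Coding lists past the threshold numbered 0 with an estimated correlation and 1 with fry, and with a mean of at least 50, 2 of 11 leader lists passed.

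Leaving out 1 library at a time gave 11 to 1729 changed genes in coding reads, 3 to 876 higher and 8 to 1170 lower, with the lone library assumed to vary like the other group. For the 5' UTR the ranges were 179 to 1347 higher and 6 to 113 lower, and for the ratio 0 to 1179 higher and 0 to 22 lower. Without a control, the spread comes from the knockdown pair alone, whose SD on the log2 scale was 0.640 for the 5' UTR against 0.431 for the controls, and counts were lower in each case. The number of lists past the threshold lay between 17 and 20 for coding reads (19 with all libraries), 10 and 18 for the 5' UTR (15) and 2 and 5 for the ratio (5), and the difference in 5' UTR share between 7.31 and 19.8 percentage points. For coding reads, depth limits the knockdown side most: replicate 2 had 19 coding reads in the median gene. For the 5' UTR the controls were shallower, with a median of 5 reads in each against 7 and 8 in knockdown replicates 1 and 2. Eif1ax and Eif1a were not analysed here, and the 5' UTR feature sets with their longest-transcript alternative were not run. Total count scaling gave 357 higher and 1 lower ratio.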

Other observations

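The gene lists in this part, and the tests without the 100 leading genes, without the values of 1 read and of the ratio against its starting level, were chosen after the main results had been seen. Ribosome biogenesis factors, which build ribosomes in the nucleolus, rose in 23 of 29 cases in coding reads, with a median log2 change of 1.72 (camera adjusted p = 2.62e-17, adjusted p = 0.0995 with an estimated correlation). This list holds Rrp12, the largest coding rise named in the main results, so its p-values are not independent of that result. Ddx21 rose by 2.24, Heatr1 by 2.27, Nop56 by 2.15 and Nop2 by 2.20. Mitochondrial protein import genes rose in 8 of 11 cases (median 1.201, camera adjusted p = 1.08e-05, adjusted p = 0.172 with an estimated correlation), with Tomm40 at 1.54 and Grpel1 at 1.37. Endoplasmic reticulum translocation and coat proteins split, with 2 rises and 6 falls among 21 (camera adjusted p = 0.582), with falls of Kdelr3 (-1.68), P4hb (-1.64) and Sec23a (-1.61).

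The higher 5' UTR share of the knockdown libraries did not rest on a few genes or on the lowest values: without the 100 genes with the most 5' UTR reads the groups still differed by 12.4 percentage points (pooled SD 5.94), and with listed values of 1 read set to 0 by 13.5 (pooled SD 6.29). More reads on genes that already had a high 5' UTR share gave 23.0% of the difference in knockdown replicate 1 by gene totals (bootstrap SD over genes 2.96, 200 draws) and 24.97% by coding reads (bootstrap SD 4.42), against 18.0% and 5.21% in replicate 2. An even background of fragments over both regions may contribute: the ratio rose more in genes with a low ratio in control replicate 1 (Spearman's rho = -0.45 across 1685 genes). From control replicate 2, rho was -0.37 across 1665 genes. These values alone decide nothing, since change of genes at random gives a negative value too. With the groups exchanged rho was 0.196 and 0.163 (1938 and 1707 genes), where such change gives a negative one. How alike ratios were across genes within a library was not tested. Which kind of gain of leader reads gives these values was not tested either. Leader and coding lengths were not used here, so the highest share that an even background could give is not known. The background, a library preparation that differed between libraries and an effect of eIF1A on initiation in leaders therefore all stay open.

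Falling sterol and hypoxia genes were tested on genes outside those lists, and the pattern of rising ribosomal protein and stress response lists against falling matrix, sterol and hypoxia lists was set against gene size. Genes with a longer genomic span had lower coding changes (Spearman's rho = -0.316 across 4613 genes). Removing that trend left at least 80.6% of each of 5 list medians, with small subunit proteins as the ribosomal list. The trend is therefore not the whole cause for those 5 lists, although coding length was not used here. Large subunit, mitochondrial ribosomal, respiratory chain and proteasome lists were not tested in this way. Lower activity of the SREBP transcription factors, which drive sterol and fatty acid genes, is a candidate explanation for the sterol part: fatty acid synthesis and other SREBP targets lay below all genes (difference of medians -1.21), with 10 of 13 falling, Acss2 (-3.16) and Fads2 (-2.17) among them (camera adjusted p = 9.64e-06, adjusted p = 0.259 with an estimated correlation). The SREBP list holds Scd2 (-3.63), already named among the largest falls, so its p-values are not independent of that result. For hypoxia-inducible factor the result was undecided: 10 further targets had a difference of medians of -0.72, with 5 falling, Ndrg1 (-1.91) among them, and Zfp36l1 rising, but camera's adjusted p was 0.0977. Culture density and the siRNA itself cannot be told apart as a source of the hypoxia part in these 4 libraries, since no label gives the density.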
